A study of Mus musculus with 2 samples. Its data were reported in "RFX transcription factors are essential for hearing in mice" (2015).

How the data were processed

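Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in MIN6 cells, a mouse pancreatic beta cell line, with antisera against RFX1 and against RFX3. Regulatory factor X (RFX) proteins are transcription factors that bind a palindromic DNA element called the X-box. The series held 2 libraries, 1 for each antibody, and each was deposited as a list of bound regions. According to the protocols, cells were fixed with formaldehyde, chromatin was sonicated and immunoprecipitated, libraries were made with the Illumina ChIP-seq kit, and reads came from a Genome Analyzer II. No input library was analysed here.

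The authors processed the reads with the Illumina pipeline software. The program that called the regions and its settings were not stated. Each line of a list gave a chromosome, a start, an end and a whole number, which is called the score here. The score in the deposited lists had no stated unit or normalization, and its lowest value was 35 in the RFX1 list and 100 in the RFX3 list. It was therefore used to rank and filter regions within a list, and its size was not compared between the lists, except in an added alternative that applied the lowest RFX3 score to the RFX1 list without knowing whether the lists share a scale. All regions were 200 bp long and carried the same strand sign. The number of reads in each library was unknown, so the depth behind each region could not be given. Intervals on shares are 95% Wilson binomial intervals and cover counting error only.

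The genome build was not stated and was settled from the data. All regions lay within the chromosome lengths of NCBIM37 (mm9). For regions with a score of at least 200, the share with an X-box was compared with the share in flanking windows of the same regions on each of 20 chromosomes. It was higher in the regions on 20 of 20 chromosomes in both lists. The lowest share on any chromosome was 36.0% for RFX1 and 36.2% for RFX3, and the highest share in flanks was 1.91% and 2.10%. The NCBIM37 genome and the GENCODE M1 annotation of that build were used throughout, and coordinates are 1-based.

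Regions overlapped when they shared at least 1 bp. The overlap was set beside 1000 random placements of the regions of a list on the same chromosome, clear of unsequenced bases. Regions were ranked by score and divided into 10 deciles within each list. The relation of scores in overlapping pairs was described by Spearman's rho across pairs, with a 95% interval from 1000 bootstrap resamples; pairs are not independent replicates. A gene was called bound when a region overlapped the interval from 1000 nt upstream to 500 nt downstream of any of its annotated transcription start sites (TSSs). This is the general promoter definition of the study. The narrower promoter of 200 nt upstream to 100 nt downstream, on which its motif results rest, was an alternative. The background was 22367 nuclear protein-coding genes with 70051 start sites, and 13 mitochondrial genes were left out. Positions of nuclear region centres were assigned in the order promoter, exon, intron and intergenic, and compared with 100 random placements.

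The X-box searched for was GTTGCCATGGCAAC, with up to 3 mismatches anywhere in the 200 bp region. The same search was made in the 200 bp windows centred 2000 bp to each side. Regions without both windows complete were left out of this comparison. Gene sets were fixed before the data were examined: 6 predicted targets named in the text of the study, 11 inner ear genes it names as hair cell regulators or as markers of hair cells or other sensory epithelial cells, 30 cilium genes, 20 beta cell genes and 8 RFX family genes. Gfi1 had no protein-coding entry in the annotation, which left 10 inner ear genes. Binding of the 5 sets by each antibody was compared with all other protein-coding genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 10 tests and a threshold of 0.05 on the adjusted p-value. With 1 library per antibody, no test between the antibodies was possible. Tests across genes describe these 2 lists, since genes are not independent replicates.

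Genes and regions to be named were also set by a rule fixed before the data were examined. These were members of the gene sets, the 10 genes bound in both lists with the smallest sum of ranks, the 5 overlapping pairs with the smallest sum of ranks, and the 5 highest-scoring regions of each list that overlapped none of the other. Genes or loci named outside this rule are said to be so. Some genes that met the rule are counted but not reported here by name. The alternatives tried were a stricter overlap, merging of nearby regions, narrower and wider promoters, a single start site per gene, all annotated genes, other distances to the TSS, fewer mismatches and a shorter window for the X-box, regions at or above the median score, and lists of equal size. A further 3 alternatives were chosen after the data were examined: leaving out background loci, limiting RFX1 regions to scores at or above the lowest RFX3 score, and testing the gene sets with regions at or above the median score.

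The functions for overlap, nearest region, X-box search, promoter assignment and random placement were tested on simulated data. They made 0 errors in 4900 simulated regions for overlap, and 0 errors in 2000 simulated genes for promoter binding. X-boxes with 0 to 3 mismatches were planted in 30.0% of 1000 simulated sequences, and 0 of them were missed. The sequences without a planted X-box were not searched, so the rate of false matches was not measured. Analyses used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1, minimap2 2.31-r1302 and matplotlib 3.10.9.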

Results

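Regions bound by the transcription factors RFX1 and RFX3 were mapped by ChIP-seq in MIN6 cells, a mouse beta cell line. There was 1 library for each antibody, so no difference between the antibodies has a replicate check. The RFX1 list held 22538 regions covering 4.51 Mb, and the RFX3 list held 6960 regions covering 1.39 Mb. RFX1 scores ranged from 35 to 2618 with a median of 58 and quartiles of 43 and 104. RFX3 scores ranged from 100 to 3293 with a median of 186 and quartiles of 127 and 377. These scores are the authors' own, and the lists began at different lowest values. Chromosome X carried 324 RFX1 and 109 RFX3 regions. Chromosome Y carried 1 RFX1 region and 0 RFX3 regions, and the mitochondrial genome carried 21 and 18.

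The first comparison asked how far the binding sites of RFX1 and RFX3 coincided. Of the 6960 RFX3 regions, 6420 overlapped an RFX1 region (92.2%, 95% interval 91.6 to 92.8). In the other direction, 6419 of the 22538 RFX1 regions overlapped an RFX3 region (28.5%, 95% interval 27.9 to 29.1). Random placement of the RFX3 regions gave a mean of 35.7 overlapping regions, with a range of 18 to 57 over 1000 draws. Random placement of the RFX1 regions gave a mean of 35.6 and a range of 21 to 52. The observed overlap was 180-fold above these means in both directions. Random placement spreads regions evenly along a chromosome and ignores their crowding near TSSs. The fold therefore cannot separate shared binding from shared open chromatin or background. The overlapping regions numbered 6419 and 6420, so the difference between the directions followed from list length alone. With the RFX1 list reduced to its 6960 highest-scoring regions, 70.5% of each list overlapped the other. Lists of equal size must give nearly equal shares, so this equality says nothing about binding. In overlapping pairs the starts differed by a median of 9 bp, and 77.3% of pairs lay within 20 bp of each other.

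Overlap was next related to the rank of regions within each list. In the lowest decile of RFX1 scores 2.75% of regions overlapped an RFX3 region (95% interval 2.15 to 3.51), and in the highest decile 98.0% did (97.3 to 98.5). For RFX3 the share overlapping an RFX1 region rose from 78.2% (74.9 to 81.1) to 99.4% (98.5 to 99.8). Across 6420 overlapping pairs the scores had a Spearman's rho of 0.748 (95% bootstrap interval 0.736 to 0.760). It was 0.805 (0.790 to 0.821) in the 2279 pairs with an X-box and 0.687 (0.669 to 0.706) in the 4141 pairs without. It was 0.810 (0.795 to 0.824) in pairs within 1 kb of a TSS and 0.699 (0.680 to 0.715) in the others. Pairs are not independent replicates, and these values describe the 2 libraries.

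**Figure D1:**
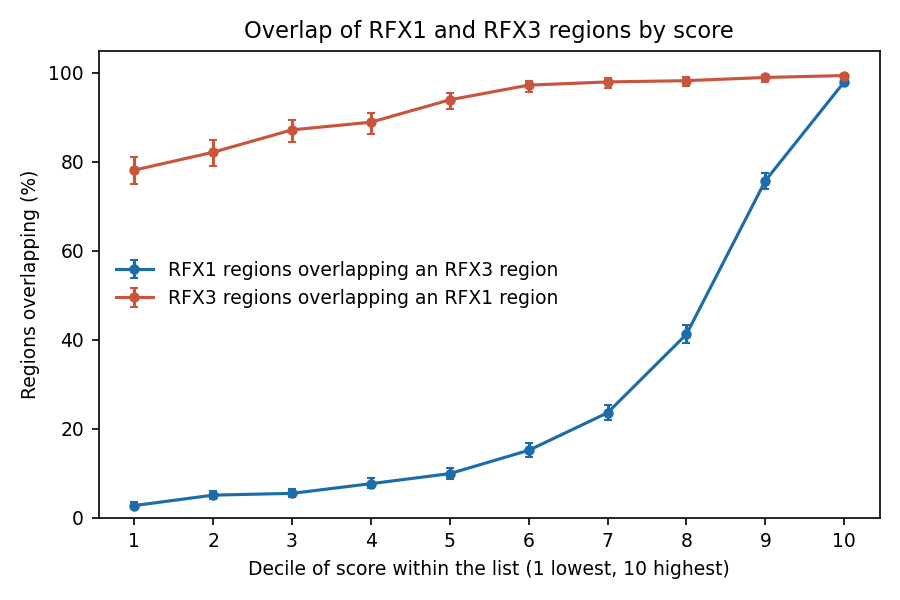
Percentage of regions that overlap a region of the other list, by decile of score within each list (10 is the highest), for RFX1 (blue) and RFX3 (red); bars on the points are 95% Wilson intervals. The RFX1 line climbs from 2.75% to 98.0% across the deciles, and the RFX3 line from 78.2% to 99.4%.

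The overlapping pair with the smallest sum of ranks lay on chromosome 16 of NCBIM37. The RFX3 region was at 90935117 to 90935316 (score 3240, rank 2) and the RFX1 region at 90935092 to 90935291 (score 2105, rank 3). Relative to the TSS of 1110004E09Rik, the centre of the RFX3 region was at -45 bp. In the next pair, on chromosome 1, the RFX3 region was at 88331033 to 88331232 (rank 6) and the RFX1 region was rank 8. This pair was intergenic, and the nearest protein-coding TSS was that of Rpl30-ps6, at -39101 bp. The remaining 3 pairs lay at the promoters of Dyrk1a, Efcab1 and Rfx1. The pair at Rfx1, on chromosome 8, had its RFX3 region at 86590653 to 86590852, which covered an untranslated exon of Rfx1 and an intron of C330011M18Rik.

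Most of the highest-scoring regions without an overlapping partner had one close by. Distances between regions are given from centre to centre, so the facing ends of 200 bp regions lay 200 bp closer. The highest-scoring RFX1 region of this kind, on chromosome 8 at 73316589 to 73316788 in an intron of Mast3 (score 1434), was 214 bp from the highest-scoring RFX3 region of this kind, at 73316803 to 73317002 (score 1596). The second of each list were 275 bp apart, also on chromosome 8. The other 3 RFX1 regions were 1 on the mitochondrial genome and 2 on chromosome 17 between 39981383 and 39982221, each within 372 bp of an RFX3 region. The chromosome 17 locus held 7 RFX1 and 8 RFX3 regions in all, and the mitochondrial genome 21 and 18, and 0 of these had an X-box with up to 3 mismatches. The other 3 RFX3 regions were at least 19078 bp from the nearest RFX1 region. They lay in an untranslated exon of Eml1 (chromosome 12, 109661201 to 109661400, score 914), an intron of Phyhipl (chromosome 10, 70061523 to 70061722, score 784), and introns of Neu2 and Ngef (chromosome 1, 89406854 to 89407053, score 697). Their GC contents were 83.0%, 71.0% and 81.5%, and their closest X-box matches had 2, 6 and 1 mismatches.

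Genes with a bound promoter were compared to ask whether the factors shared targets. RFX1 regions overlapped the promoters of 6966 of 22367 protein-coding genes (31.1%), and RFX3 regions those of 3260 (14.6%). Both bound 2966 genes, against 1015.3 expected from the separate totals, a ratio of 2.92. The expected number treats all promoters alike, so the excess cannot separate shared targets from shared open chromatin or background. RFX1 alone bound 4000 genes, RFX3 alone 294, and neither 15107. The odds ratio was 38.1 (95% interval 33.6 to 43.2). Fisher's exact test, one-sided for a larger overlap, gave a log10 p of -1339.9. Among RFX3-bound genes 91.0% were also bound by RFX1, and among RFX1-bound genes 42.6% were also bound by RFX3. The count for RFX1 moved most when the list was limited to scores at or above the lowest RFX3 score, an alternative chosen after the data were examined, which left 2149 genes. With equal list sizes RFX1 bound 2496 genes, fewer than the 3260 of RFX3, so the order of the counts depended on the greater length of the RFX1 list.

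The 10 genes bound in both lists with the smallest sums of ranks included 1110004E09Rik, Dyrk1a, Efcab1, C330011M18Rik, Rfx1, Josd2, Dnajc16, Sik3 and Wdr90. C330011M18Rik and Rfx1 shared a single region in each list, which covered the start site of Rfx1. Relative to the TSS, the region centres of these named genes in the RFX1 list lay between -386 bp (Dyrk1a) and 440 bp (C330011M18Rik). Efcab1 had an X-box with 1 mismatch, and Wdr90 had none closer than 5 mismatches.

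Distance to the TSS was examined because the study looked for the RFX motif in promoters. The centre lay within 1 kb of a protein-coding TSS for 7380 of 22517 nuclear RFX1 regions (32.8%, 95% interval 32.2 to 33.4) and for 3094 of 6942 nuclear RFX3 regions (44.6%, 43.4 to 45.7). Random placement gave 3.38% and 3.36%. Within 200 bp the shares were 24.0% and 35.1%, against 0.814% and 0.797% at random. Promoters held 31.5% of RFX1 and 43.3% of RFX3 centres, exons 2.42% and 2.15%, introns 31.1% and 25.3%, and intergenic sequence 35% and 29.3%. Of the 538 nuclear RFX3 regions that overlapped no RFX1 region, 409 were within 1 kb of a TSS (76.0%, 72.2 to 79.4), compared with 41.9% (40.7 to 43.1) of those that did. For RFX1 the share was 29.2% (28.5 to 29.9) without and 41.9% (40.7 to 43.1) with an overlapping RFX3 region.

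**Figure D2:**
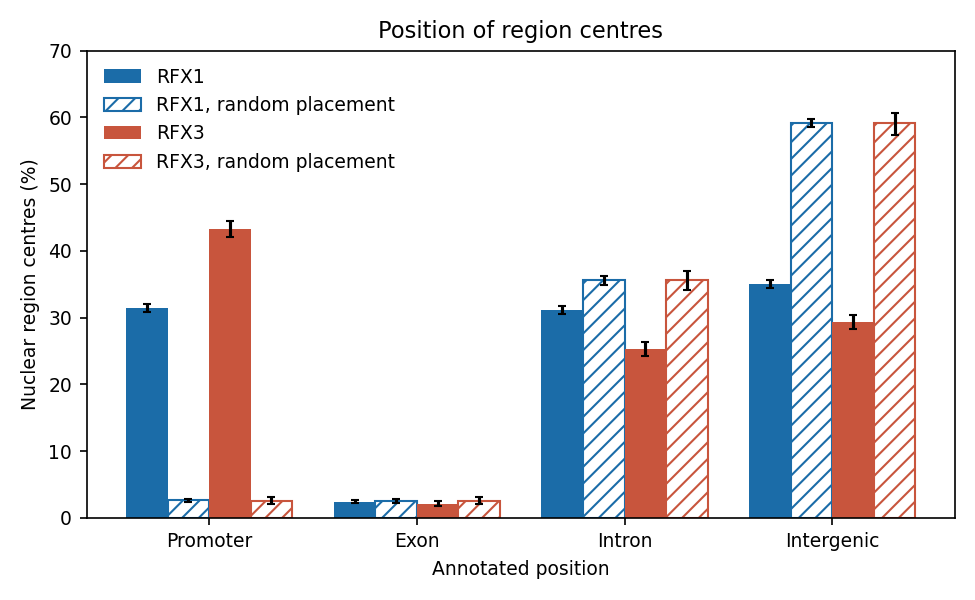
Percentage of nuclear region centres in promoters, exons, introns and intergenic sequence for RFX1 (blue) and RFX3 (red), with filled bars for the lists (95% Wilson intervals) and hatched bars for the mean of 100 random placements (range of the draws). Promoters held 31.5% of RFX1 and 43.3% of RFX3 centres, against 2.62% and 2.59% at random.

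The search for the X-box asked whether regions held a single fixed form of the element that RFX proteins bind. An X-box with up to 3 mismatches was found in 3741 of 22528 RFX1 regions (16.6%, 95% interval 16.1 to 17.1), against 0.979% (0.892 to 1.07) of their flanking windows. It was found in 2352 of 6950 RFX3 regions (33.8%, 32.7 to 35), against 1.01% (0.861 to 1.20) of flanks. Allowing 2 mismatches lowered these shares most, to 7.82% and 18.3%, with 0.184% and 0.187% in flanks. X-boxes with up to 2 mismatches lay a median of 8 bp from the region centre in RFX1 and 6 bp in RFX3. Regions that overlapped the other list had an X-box in 35.4% of cases in RFX1 and 35.5% in RFX3. Regions that did not had it in 9.12% (8.69 to 9.57) and 13.5% (10.9 to 16.7). The share was lower within 1 kb of a TSS than farther away, at 11.4% and 19.1% for RFX1 and 24.1% and 41.7% for RFX3. By score it rose from 8.16% in the lowest to 45.5% in the highest decile of RFX1, and from 17.4% to 69.3% in RFX3. The intervals of the lowest and highest deciles did not overlap in either list.

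**Figure D3:**
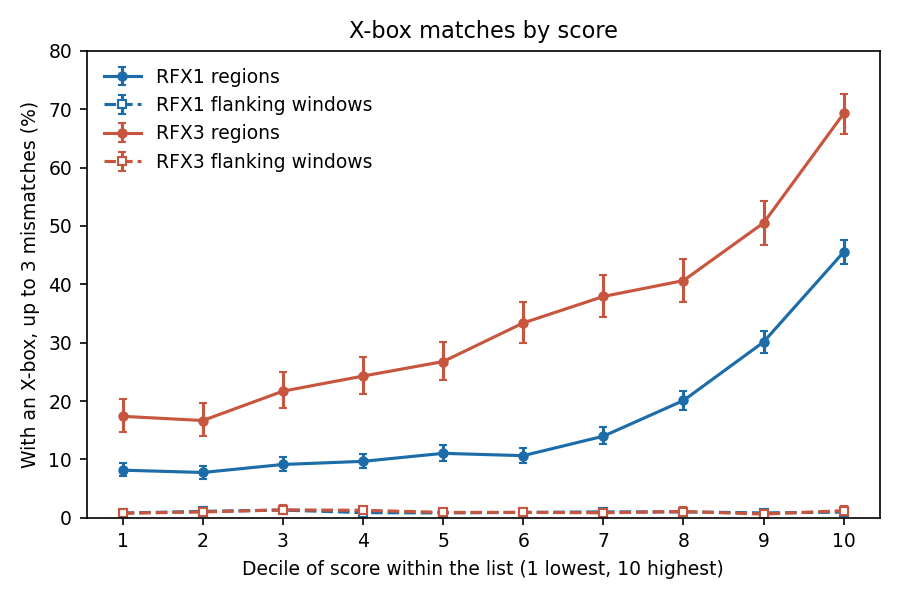
Percentage of 200 bp regions (filled circles) and of 200 bp windows centred 2000 bp to each side (open squares) with an X-box of up to 3 mismatches, by decile of score within each list, for RFX1 (blue) and RFX3 (red); bars are 95% Wilson intervals. The regions reach 45.5% in RFX1 and 69.3% in RFX3 in the highest decile, and the flanks stay between 0.647% and 1.36%.

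Promoter binding was then examined in gene sets. All p-values are from Fisher's exact test, two-sided, adjusted by Benjamini-Hochberg over 10 tests. RFX1 bound 30 of 30 cilium genes, so the odds ratio had no finite value (exact test, adjusted p 3.03e-15). RFX3 bound 29 of 30 (odds ratio 171.5, exact test, adjusted p 1.29e-22). The exception was Ift46, with an RFX1 region of score 96 and no RFX3 region. The highest-ranked cilium genes were Tctn2 in RFX1 (rank 10) and Foxj1 in RFX3 (rank 26). The closest X-box match varied within the set. It ran from 0 mismatches at Dync2li1 to 6 at several genes, among them Ift27, Ift74 and Ift88, in both lists. Bound cilium promoters therefore did not all hold an X-box with up to 3 mismatches. The search counted mismatches to a single fixed sequence, so other forms of the RFX motif were not looked for. The study used its own motif and named Ift88 among the putative targets whose promoters carried it.

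Of the 6 predicted targets, RFX1 bound 5 (83.3%, odds ratio 11.1, exact test, adjusted p 0.0217) and RFX3 bound 4 (66.7%, odds ratio 11.7, exact test, adjusted p 0.0106). Lrrc51, Ift88, Wdpcp and Tmie were bound by both, and Ush1c by RFX1. The score at Tmie was 35 for RFX1, the lowest value in that list. With promoters of 5000 nt to each side the RFX1 call was lost (exact test, adjusted p 0.058). With regions at or above the median score, an alternative added after the data were examined, 3 were bound by RFX1 and 2 by RFX3, and both calls were lost (exact test, adjusted p 0.104 for each).

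Beta cell genes were bound by RFX1 in 16 of 20 cases (80%, odds ratio 8.86, exact test, adjusted p 3.14e-05) and by RFX3 in 5 of 20 (25%, odds ratio 1.96, exact test, adjusted p 0.248). This contrast rested on the longer RFX1 list. With equal list sizes RFX1 also bound 5 of 20 and the call was lost (exact test, adjusted p 0.092). Regions at or above the median score, an alternative added after the data were examined, left the RFX1 list the longer. There RFX1 bound 8 of 20 and kept the call (exact test, adjusted p 0.0324), and RFX3 bound 2 of 20 (exact test, adjusted p 0.694). The genes bound by both factors included Mafa, Neurod1, G6pc2 and Chga. Mafa had scores of 883 in RFX1 and 1749 in RFX3, and an X-box with 3 mismatches. Scores were much lower at Neurod1 (46 in RFX1 and 137 in RFX3), G6pc2 (89 and 100) and Chga (74 and 135). The 100 at G6pc2 was the lowest value in the RFX3 list. The closest X-box matches at these 3 genes had 6, 7 and 5 mismatches. No input library was analysed here, so background cannot be told apart from binding at such promoters.

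The inner ear genes did not differ detectably from other genes, at 3 of 10 for RFX1 (odds ratio 0.947) and 1 of 10 for RFX3 (odds ratio 0.651), with an adjusted p of 1 in both exact tests. Trim36 was bound by both, and Fn3k and Nek5 by RFX1. Of the 8 RFX family genes, Rfx1, Rfx2, Rfx3, Rfx5 and Rfx6 were bound by both factors (62.5%), and Rfx4, Rfx7 and Rfx8 by neither. This share was higher than that of all genes in both lists. The difference passed the threshold for RFX3 (odds ratio 9.78, exact test, adjusted p 0.00624) and missed it for RFX1 (odds ratio 3.69, exact test, adjusted p 0.168). With equal list sizes RFX1 passed it too (odds ratio 13.3, exact test, adjusted p 0.0024), as it did with regions at or above the median score (odds ratio 7.74, exact test, adjusted p 0.0152).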

Values the study reported

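The study reported that RFX1 bound the promoters of 2540 genes and RFX3 those of 3575 genes in this cell line. Among 225 promoters predicted to be RFX targets in hair cells, it reported binding by at least 1 of the factors at 142 and binding by both at 130.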

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

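The tests of the X-box and of the gap in this part were chosen after the results were seen, and the test of the nuclear copy was set before its result was seen. Regions on the mitochondrial genome, which the comparisons of genes, positions and gene sets did not use, were present in both lists. There were 21 in the RFX1 list and 18 in the RFX3 list, above the 3 that a count of 0 allows, and 16 of the RFX3 regions overlapped an RFX1 region. They ranked high, with a median percentile of 98.8 among RFX1 scores and 66.4 among RFX3 scores. Binding to X-boxes was argued against by the sequence. Of the 39 mitochondrial regions of both lists, 0 held an X-box with up to 3 mismatches, and the closest match had 5. Binding without an X-box stays open, as do a high copy number of mitochondrial DNA in the chromatin and a difference in how much of it each library held. No input library was analysed here, so none of these was tested.

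The mitochondrial regions also left a gap. Positions 6406 to 11042, which make up 28.4% of the mitochondrial genome, have a copy on chromosome 1 (24618374 to 24623011) that is 99.4% identical. That part held 1 region of both lists, in RFX1, where 11.1 were expected from its length (exact binomial test, two-sided, p 5.23e-05). The pooled count takes sites found in both lists more than once. By list, RFX1 had 1 region where 5.97 were expected (same test, p 0.0138). RFX3 had 0 where 5.12 were expected (same test, p 0.00326). Regions along a molecule are not independent, so the p-values describe the layout of these lists. A candidate explanation is that reads shared with the nuclear copy on chromosome 1 were discarded during mapping. It predicts that the nuclear copy is empty too, whereas reads placed on either copy would raise regions there. The nuclear copy held 0 regions in both lists. A lack of reads from that part of the mitochondrial genome would also leave the copy empty and stays open. The mapping rule was not stated. No biological explanation of the gap was tested.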

How the results depend on the processing

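The results were recomputed under alternatives fixed before the data were examined, and under 3 chosen afterwards: leaving out the mitochondrial regions with a 100 kb locus on each of chromosomes 11 and 17, limiting RFX1 to scores at or above the lowest RFX3 score, and testing the gene sets with regions at or above the median score. Over 21 results and 102 combinations of result and alternative, 73 kept their call or stayed within the interval of the value (within 1.5 times for a count), 23 moved, 2 became significant, 4 lost significance and 0 reversed. Each antibody had 1 library, so leaving out a replicate was not possible. No paired analysis was possible because the antibodies share a single replicate number and no test between them was made. Ranking by width gave no value, since all regions were 200 bp long, and for the same reason a distance of 200 bp between centres is no alternative to an overlap of 1 bp and was not counted.

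Shortening the lists moved the gene counts most, since these alternatives leave regions out. The overlap moved most with equal list sizes. With equal list sizes, 70.5% of RFX1 and 70.5% of RFX3 regions overlapped, in place of 28.5% and 92.2%, and RFX1 bound 2496 genes in place of 6966. With RFX1 limited to scores at or above the lowest RFX3 score, RFX1 bound 2149 genes and both factors 1894. Among regions at or above the median score, 29.1% of RFX1 and 96.3% of RFX3 regions overlapped; the genes bound were 3967 for RFX1, 1700 for RFX3 and 1634 for both; 33.5% of RFX1 regions were within 1 kb of a TSS; and an X-box was found in 23.7% and 46.3%. Requiring 50% overlap gave 90.9% of RFX3 regions, and merging regions within 1000 bp gave 30.6% and 93.2%.

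Other definitions moved the shares they define. Within 200 bp of a TSS lay 24.0% of RFX1 and 35.1% of RFX3 regions, and within 5 kb 44.9% and 54.9%. An X-box with up to 2 mismatches was found in 7.82% and 18.3%, and in the central 100 bp in 15.8% of RFX1 regions. The order of the lists in each of these shares was the same as in the report. The odds ratio of genes bound by both factors ranged from 36.3 to 194.6 over the alternatives, on the same side of 1 throughout.

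Gene set calls changed for 3 sets. The predicted targets stayed at 83.3% bound by RFX1 with promoters of 5000 nt to each side and passed the threshold no longer (exact test, adjusted p 0.058), since more of all genes were then bound. With regions at or above the median score they fell to 50% bound by RFX1 and 33.3% by RFX3, and neither passed (exact test, adjusted p 0.104 for each). Adjusted p-values over the alternatives of this set were 0.0134 to 0.104 for RFX1 and 0.00725 to 0.104 for RFX3 in the exact test. With equal list sizes the beta cell genes fell to 25% bound by RFX1 (exact test, adjusted p 0.092, with 9.19e-06 to 0.092 over its alternatives). At or above the median score 40% were bound by RFX1, and the call was kept (exact test, adjusted p 0.0324). The RFX family stayed at 62.5% bound by RFX1 and passed the threshold with equal list sizes (exact test, adjusted p 0.0024) and at or above the median score (exact test, adjusted p 0.0152), since fewer of all genes were then bound; its range was 0.0024 to 0.168. Equal list sizes leave the RFX3 list as it is, so they are no test of RFX3 binding and were not counted for it. The cilium genes passed the threshold for both factors under each alternative run. Leaving out the mitochondrial regions and the loci on chromosomes 11 and 17 moved 0 results. Read depth was unknown, so how much of the difference in list length came from sequencing could not be examined.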

Other observations

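Tests chosen after the results were seen were those of the RFX1-only regions, the chromosome 11 locus, GC content, X-box strength, the copy number of chromosome X and the count of RFX1 genes. The tests of X-boxes and of genes on chromosome X were set before their results were seen.

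The RFX1 list held 16119 regions that overlapped no RFX3 region. In the highest decile of RFX1 scores 2.0% of regions lacked an RFX3 partner, and in the lowest 97.2% did. With equal list sizes 29.5% of RFX1 regions (95% Wilson interval 28.4 to 30.6) still lacked one. RFX3 regions below the limit of its list were not analysed here, so the score limits cannot be told apart from sites bound by RFX1 alone. In the lowest decile of RFX1 scores an X-box was found in 8.16% of regions and in 0.821% of flanks. The same search with 20 shuffled palindromes of the same composition found matches in a median of 0.466% of these regions and at most in 2.17%. This argues against open chromatin without RFX sites as the whole source of these regions. It leaves open that many of the regions without an X-box are background, and which RFX protein occupied those with one, since family members share the element.

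A 100 kb window on chromosome 11, from 3000001 to 3100000, held 110 RFX1 regions, and 92 of them lay within Sfi1. The next densest window, at 3000001 on chromosome 9, held 38, and the mean occupied window 2.34. The locus was singled out after its counts were seen. Scores there were even, with a median of 66.5 and quartiles of 54 and 77.8. A cluster of RFX sites is argued against by the sequence: 2.73% of the regions (3 of 110) held an X-box, against 16.7% of other nuclear RFX1 regions (Fisher's exact test, two-sided, p 7.59e-06). The RFX3 list held 10 regions in the window, against a mean of 1.46, and 1 window held more. A candidate explanation is a locally raised background in both libraries, for example from extra copies of the sequence in MIN6 cells or missing from the assembly. Which of these applies was not tested.

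GC content separated the lists. In overlapping nuclear pairs, the percentile of the RFX1 score among pairs minus that of the RFX3 score fell with GC content (Spearman's rho -0.381 across 6404 pairs). Its median was 7.52 points in the lowest quintile of GC and -12.1 in the highest. In 1515 pairs with no X-box of up to 4 mismatches and over 1 kb from a TSS, rho was -0.216 (95% bootstrap interval -0.264 to -0.164). A GC-dependent yield that differed between the libraries may therefore contribute. The trend was stronger within 1 kb of a TSS, with rho at -0.495 (-0.527 to -0.462), and rho was -0.347 (-0.379 to -0.311) in pairs with an X-box. Among pairs at or above the median RFX3 score rho was -0.394 (-0.426 to -0.365), but a stricter limit cannot undo an effect of the RFX3 score limit, which therefore cannot be told apart. A preference of RFX3 for GC-rich promoters stays open, and the 1 library per antibody cannot separate it from yield. The 3 top RFX3 regions far from any RFX1 region had GC contents of 71.0% to 83.0%. Those at Eml1 and in introns of Neu2 and Ngef also held an X-box, with 2 and 1 mismatches. That in Phyhipl did not, with a closest match of 6 mismatches.

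X-box strength gave a second trend. The median rank difference was -10.4 points at 0 mismatches, -7.69 at 1, -2.93 at 2, 0.906 at 3 and 3.86 at 4. It fell again to -6.46 at 7 mismatches, where mean GC was 62.0%. Within each of the 4 lower quintiles of GC, pairs with 0 or 1 mismatch stood below pairs with 3, and the smallest gap was -8.00 points (95% bootstrap interval -16.6 to -3.22). GC content as the whole cause is argued against there. In the highest quintile the gap was -4.27 (-15.1 to 2.96) with 36 pairs of 0 or 1 mismatch, too few to decide, so GC content cannot be told apart from X-box strength in that quintile. A hypothesis is that RFX3 depends more on a full X-box than RFX1 in these cells; a difference between the antisera stays open.

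Most X-boxes in the genome lay outside both lists. Of 231 sites with 0 mismatches, RFX1 regions covered 33.3% (95% Wilson interval 27.6 to 39.6) and RFX3 regions 27.3% (21.9 to 33.4), and 152 were in neither list. Of 2276 sites with 1 mismatch, 21.2% and 17.2% were covered. Within 1 kb of a TSS the covered share for 1 mismatch was 61.7% for each factor, and farther away 18.1% and 13.8%. Sites in repeats, where short reads map poorly, were not separated.

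Chromosome X carried few regions. RFX1 had 1.94 regions per Mb there and 8.98 on autosomes, a ratio of 0.217, and the RFX3 ratio was 0.237. X-boxes with up to 2 mismatches were also fewer, but with a ratio of 0.654, so their number is argued against as the whole cause. Of 663 X-boxes on chromosome X, 5.43% were covered by RFX1, against 11.8% of 15038 on autosomes (Fisher's exact test, two-sided, p 5.25e-08). Fewer start sites are argued against as the whole cause by the share of genes: 10.4% of 932 genes on chromosome X were bound by RFX1 and 32.1% of autosomal genes (exact test, p 7.45e-53). For RFX3 the shares were 4.40% and 15.0%. A lower copy number cannot be told apart from other explanations, because how the score follows copy number was not stated. If scores on chromosome X were lower by the ratio of 70 to the limit of 35, its genes would be bound as often as autosomal genes at scores of 70 or more, which was 14.6% (95% Wilson interval 14.2 to 15.1), against the 10.4% (8.61 to 12.5) observed. The share of genes active on chromosome X was not tested.

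RFX1 bound the promoters of 6966 genes here. That is higher than the value quoted from the study above. RFX3 bound 3260 genes, which is lower than the value quoted for it. The order of the factors was also the opposite. A shorter RFX1 list is a possible explanation of the RFX1 count and of the order, but not of the lower RFX3 count. With scores at or above the lowest RFX3 score, RFX1 bound 2149 genes against 3260 for RFX3. With equal list sizes it bound 2496. Since any RFX1 count below the full one can be reached by raising the limit, these counts decide nothing. A different promoter interval, choice of start site or gene class is argued against as the source of the order: over the 4 tried, RFX1 genes outnumbered RFX3 genes by a ratio of 2.12 to 2.17. The lower RFX3 count did depend on these definitions. RFX3 bound 3600 of all annotated genes, and 4083 genes with promoters of 5000 nt to each side, both above the quoted value. It bound 2780 with the narrower promoter and 2900 with a single start site per gene, both below it. The gene class and the promoter interval therefore stay open as sources of the RFX3 count. Annotations other than GENCODE M1 were not used here and also stay open.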
